# Tet1 Regulates Astrocyte Development and Cognition of Mice Through Modulating GluA1

**DOI:** 10.3389/fcell.2021.644375

**Published:** 2021-10-28

**Authors:** Weize Xu, Xicheng Zhang, Feng Liang, Yuhang Cao, Ziyi Li, Wenzheng Qu, Jinyu Zhang, Yanhua Bi, Chongran Sun, Jianmin Zhang, Binggui Sun, Qiang Shu, Xuekun Li

**Keywords:** astrocyte, Tet1, neuronal development, cognition, GluA1

## Abstract

Tet (Ten eleven translocation) family proteins-mediated 5-hydroxymethylcytosine (5hmC) is highly enriched in the neuronal system, and is involved in diverse biological processes and diseases. However, the function of 5hmC in astrocyte remains completely unknown. In the present study, we show that *Tet1* deficiency alters astrocyte morphology and impairs neuronal function. Specific deletion of *Tet1* in astrocyte impairs learning and memory ability of mice. Using 5hmC high-throughput DNA sequencing and RNA sequencing, we present the distribution of 5hmC among genomic features in astrocyte and show that *Tet1* deficiency induces differentially hydroxymethylated regions (DhMRs) and alters gene expression. Mechanistically, we found that *Tet1* deficiency leads to the abnormal Ca^2+^ signaling by regulating the expression of GluA1, which can be rescued by ectopic GluA1. Collectively, our findings suggest that Tet1 plays important function in astrocyte physiology by regulating Ca^2+^ signaling.

## Introduction

As the most abundant glial cells in the central nervous system (CNS), astrocytes are involved in regulating the physiology and pathology of the CNS, such as maintaining CNS homeostasis (Allen and Lyons, 2018). Neurogenesis refers to the proliferation of neural stem cells, lineage commitment, morphological development, and synaptic integration of newborn neurons (Song et al., 2002; Sultan et al., 2015; Cope and Gould, 2019). Astrocytes can also regulate synaptic information processing by releasing signaling molecules, such as transmitters, ATP, as well as trophic factors (Harada et al., 2015; Santello et al., 2019). Consequently, the dysfunction of astrocyte can result in behavioral deficits and involves multiple neurodevelopmental and neurodegenerative diseases (Molofsky et al., 2012; Chung et al., 2015; Phatnani and Maniatis, 2015; Sofroniew, 2015; Zuchero and Barres, 2015; Allen and Lyons, 2018; Santello et al., 2019; Valori et al., 2019). Both Rett syndrome and fragile X syndrome are neurodevelopmental disorders caused by mutation of *MeCP2* and *FMR1*, respectively. *MeCP2*- or *FMR1*-deficient astrocytes induce abnormal neuronal development, while the restoration of mutant genes in astrocytes can ameliorate behavioral deficits of mice (Ballas et al., 2009; Jacobs and Doering, 2010; Lioy et al., 2011). Furthermore, under some pathological conditions, astrocytes can be reactivated (reactive astrogliosis) and is involved in neurodegenerative diseases (Valori et al., 2019).

Tet (Ten-eleven translocation) family proteins including Tet1, Tet2, and Tet3 mediate the 5-hydroxymethylcytosine (5hmC) modification, which serves as a stable epigenetic marker. Emerging evidences have indicated that 5hmC mediated epigenetic modification regulates neuronal activity, neurogenesis, and cognition and is involved in multiple neurological disorders including autism, Rett syndrome, FXTAS, Alzheimer’s disease, and Huntington’s disease (Mellen et al., 2012; Tan and Shi, 2012; Kaas et al., 2013; Rudenko et al., 2013; Wang et al., 2013; Zhang et al., 2013; Yao et al., 2014; Papale et al., 2015; Shu et al., 2016; Li X. et al., 2017). Tet1, one of the three Tet protein members, is abundant in mouse brain. Constitutive deficiency of *Tet1* leads to deficits of learning and memory by regulating neuronal gene expression (Kaas et al., 2013; Rudenko et al., 2013; Zhang et al., 2013). Given these results are collected with constitutive *Tet1* KO mice, astrocyte Tet1 may contribute to these phenotypes.

Emerging evidence has shown that DNA modification regulates the function of astrocytes (Neal and Richardson, 2018). The expression of astrocytes marker GFAP can be regulated by 5-methylcytosine (5 mC) (Takizawa et al., 2001). Modulating 5-hmC alters the proliferation and lineage commitment of neural stem cells (Zhang et al., 2013; Li X. et al., 2017). In brain cancer glioblastoma, N^6^-methyladenine DNA (6 mA) modifications increase remarkably and are involved in cell proliferation of glioblastoma stem cells (Xie et al., 2018). However, the roles of Tet in regulating the function of astrocytes remains completely unknown.

In the present study we found that *Tet1* depletion significantly reduced the global level of 5hmC in astrocytes and that specific depletion of *Tet1* in astrocytes impaired the learning and memory capabilities of mice. *Tet1* deficiency altered the morphology of astrocytes and led to abnormal neuronal development and aberrant Ca^2+^ signaling in astrocytes. *Tet1* deletion induced differentially hydroxymethylated regions (DhMRs) and altered gene expression. Furthermore, *Tet1* deficiency significantly decreased the expression of GluA1 in astrocytes, and ectopic expression of GluA1 partially rescued the deficits of Ca^2+^ signaling in *Tet1* deficient astrocytes. Our results revealed the essential role of astrocyte Tet1 in regulating neuronal development and cognitive function in mice.

## Results

### *Tet1* Deletion Decreases 5hmC Level in Astrocytes and Impairs the Learning and Memory of Mice

To examine the function of Tet1 in astrocytes, we first isolated astrocytes from newborn pups (postnatal day 1, P1) of wild-type (WT) and *Tet1* constitutive knockout (KO) mice. Immunofluorescence staining results showed that the cultured astrocytes were positive for astrocyte markers Aldh1l1 and Glast, but not positive for neuronal cell markers Map2 and Tuj1 (Supplementary Figures 1A,B), suggesting a high homogeneity of cultured astrocytes. *Tet1* mRNA was almost non-detectable in *Tet1* KO astrocyte (Supplementary Figure 1C). We next performed 5hmC immunofluorescence staining and found that 5hmC was localized in the nuclei of Gfap positive (Gfap +) astrocytes (Figure 1A). DNA dot blot with 5hmC specific antibody and quantification results showed a significant decrease of global 5hmC level in KO astrocyte compared to WT astrocyte (Figures 1B,C). A representative image of methylene blue staining indicated the equal amount loading of DNA in WT and KO samples (Supplementary Figure 1D).

**FIGURE 1:**
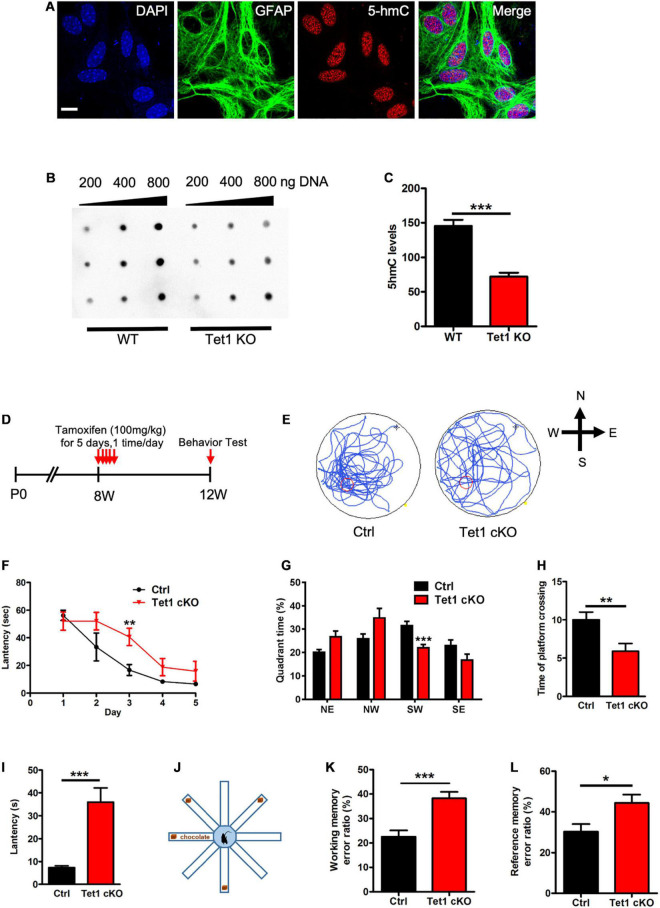
*Tet1* KO reduced the 5hmC level of astrocyte and impaired the learning and memory of mice. **(A)** Representative immunostaining (IF) images of primary astrocyte with nuclei dye DAPI, astrocyte marker Gfap, and 5hmC. Scale bar, 20 μm. **(B,C)** Representative dot blot images with 5hmC-specific antibody **(B)** and quantification showed that *Tet1* KO significantly decreased the level of 5hmC. *n* = 3 for each group. Data were presented as mean ± SEM, unpaired *t*-test; *P < 0.05; **P < 0.01; ***P < 0.001. **(D)** Diagram illustrates the scheme of Tamoxifen (TAM) injection to generate *Tet1* cKO mice. Glast-CreER^*T*2^:Tet1^loxp/lxop^ male mice received 100 mg/kg TAM, or equal volume of solvent as WT, for five consecutive days at the age of 8-week. 4 weeks after the final TAM injection, mice were used for further experiments. **(E)** The latency of WT and cKO mice during five training days. **(F)** Representative images of the swimming path of WT and cKO mice in Morris water maze (MWM) test. **(G–I)** The percentage of time in the quadrants **(G)**, the number of platform crossings **(H)**, and latency **(I)** of WT and *Tet1* cKO mice in the probe test. Data were presented as mean ± SEM, WT = 9, *Tet1* cKO = 11, unpaired *t*-test; *P < 0.05; **P < 0.01; ***P < 0.001. **(J)** The schematic diagram of 8-arm maze test. **(K,L)** Eight-arm maze test showed that cKO mice had higher error ratios for the working memory **(K)** and reference memory **(L)**. Data were presented as mean ± SEM, WT = 9, Tet1 cKO = 11, unpaired *t*-test; *P < 0.05; **P < 0.01; ***P < 0.001.

To specifically delete Tet1 in astrocytes, adult (postnatal 8-week-old) *Glast*-CreER^T2^:*Tet1*^loxp/f^ mice were injected with tamoxifen (i.p.) and sunflower oil, respectively (Figure 1D). A Morris water maze test showed that *Tet1* cKO mice spent shorter time in the target quadrant, crossed the platform in less numbers, and had increased escape latency, but showed no difference in swimming speed and distance (Figures 1E–I and Supplementary Figures 1E,F). We further performed an eight-arm maze test (Figure 1J) and found that cKO mice also displayed higher error ratios of working memory and reference memory (Figures 1K,L and Supplementary Figures 1G,H). Taken together, these data indicate specific deletion of *Tet1* in astrocyte impairs the learning and memory of mice.

### *Tet1* Deficiency Inhibit Morphological Development of Astrocyte

Next, we performed immunofluorescence staining of astrocyte specific marker Gfap and found that the intensity of Gfap signal was decreased in the hippocampus of cKO mice compared with that of control mice (Figure 2A). Quantification results showed that *Tet1* deficient astrocyte displayed smaller size, shorter length of neurites, and fewer intersections compared to control groups (Figures 2B–G). Immunostaining of another astrocyte marker s100β also showed the decreased signal intensity in the hippocampus of cKO mice compared with that of control mice (Supplementary Figures 2A,B). Collectively, these results suggest that *Tet1* deficiency alters the morphology of astrocytes.

**FIGURE 2:**
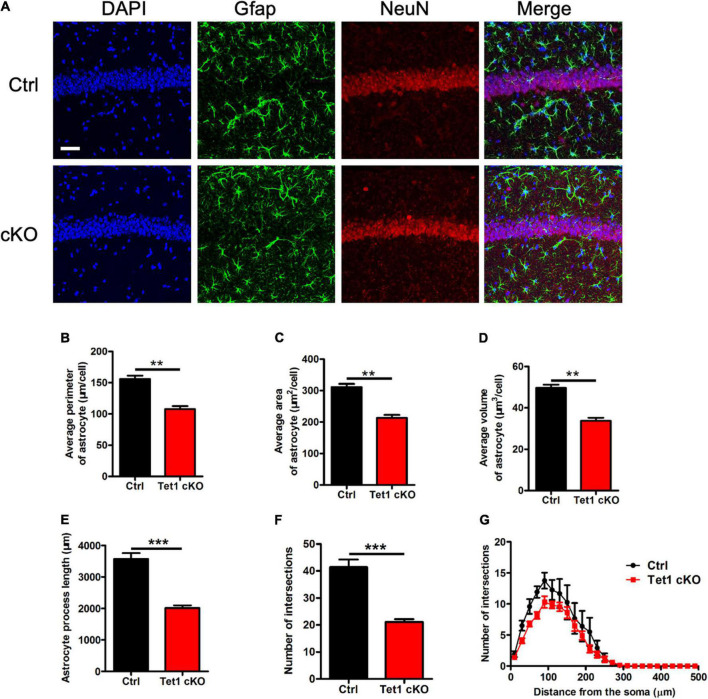
*Tet1* deficiency reduces the complexity of astrocyte morphology. **(A)** Representative immunostaining images of astrocyte marker Gfap and mature neuron marker NeuN with brain sections containing the hippocampus CA1 region of WT and Tet1 cKO mice. Scale bar, 100 μm. **(B–G)** Quantification with Imaris software showed that the perimeter **(B)**, the area **(C)**, the volume **(D)**, the process length **(E)**, the total number of intersections **(F)**, the intersection number at distance from soma **(G)** of astrocyte decreased in Tet1 cKO mice compared to those of Ctrl mice. 5–6 brain sections with the target region were picked up from 3 WT and cKO mice, respectively. Data were presented as mean ± SEM, unpaired *t*-test; *P < 0.05; **P < 0.01; ***P < 0.001.

To examine the effects of *Tet1* deficiency in astrocyte on neuronal cells, we adopted a neuron-astrocyte co-culture system (Supplementary Figure 2C). We found that hippocampal neurons co-culturing with *Tet1* KO astrocytes exhibited immature morphology compared to control groups (Figure 3A). Quantification results indicated that hippocampal neurons co-culturing with KO astrocytes displayed shorter dendrites, fewer intersections, and reduced complexity (Figures 3B–D). Of note, the morphology of WT astrocytes became more mature and much larger during the co-culture with neurons, whereas KO astrocytes did not show observable changes (Supplementary Figures 2D–E). Furthermore, Golgi staining and quantification results showed that the neurons in the hippocampus of adult cKO mice showed shorter dendrites and fewer spines compared to WT mice (Figures 3E,F). Taken together, these results suggest that the deficiency of *Tet1* in astrocyte not only alters the morphology of astrocytes but also inhibits the neuronal development *in vitro* and *in vivo*.

**FIGURE 3:**
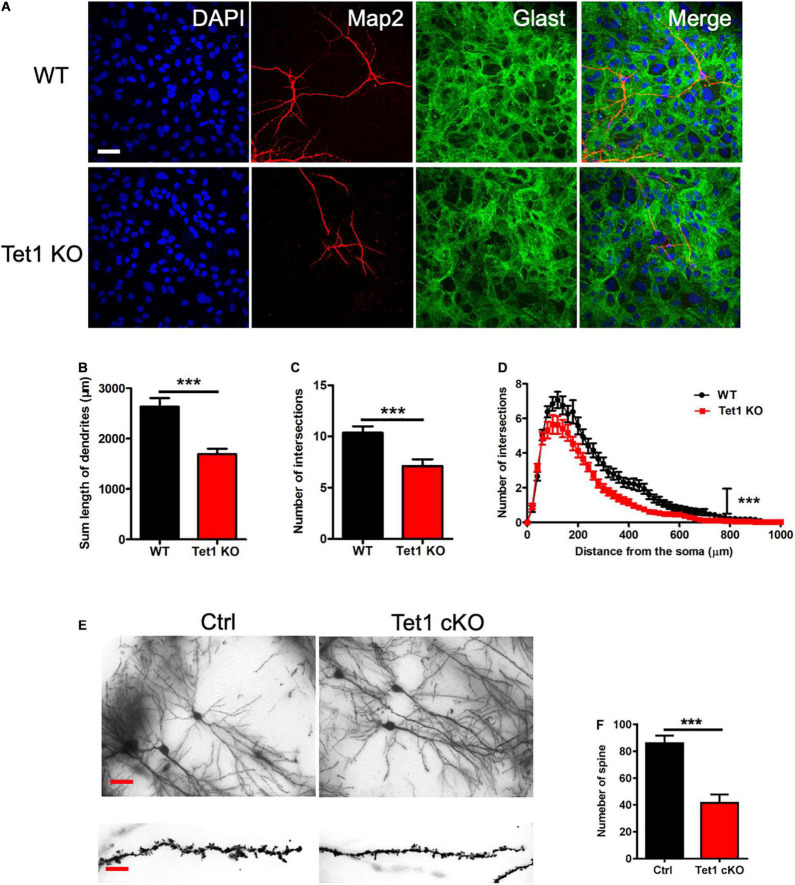
*Tet1* deficiency in astrocyte impairs the morphology of neurons *in vivo* and *in vitro*. **(A)** Representative immunostaining images of astrocyte marker Glast and neuronal cell marker Tuj1. WT hippocampal neurons were co-cultured with WT and KO astrocyte, respectively. Scale bar, 100 μm. **(B–D)** Quantification results showed that neurons co-cultured with KO astrocyte had the decreased dendritic length **(B)** and number of intersections **(C)**. Sholl analysis showed that neurons co-cultured with KO astrocyte also had the reduced intersection number at distance from soma compared to neurons co-cultured with WT astrocyte. 42 neurons co-cultured with WT astrocytes and 36 neurons co-cultured with *Tet1* KO astrocytes were analyzed, respectively. Data were presented as mean ± SEM, unpaired *t*-test; ***P < 0.001. **(E)** Representative images of Golgi staining with the brain sections of Ctrl and *Tet1* cKO mice. shows the morphology of neuron of WT and Tet1cKO mice in CA1 region. Scale bars, 200 μm (in the upper panels), and 10 μm (in the lower panels). **(F)** Quantification results showed the decreased spine number of neurons in *Tet1* cKO mice compared to Ctrl mice. 10 neurons from Ctrl mice and 9 neurons from cKO mice were analyzed, respectively. Data were presented as mean ± SEM, unpaired *t*-test; ***P < 0.001.

### *Tet1* Loss Alters Gene Expression and Leads to Dynamic 5hmC Modification in Astrocytes

To reveal the mechanism of astrocyte Tet1 in regulating neuronal development and cognitive function, we next performed RNA-sequencing (RNA-seq) to examine mRNA expression in cultured WT and *Tet1* KO astrocytes. 

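The RNA-seq libraries came from primary astrocytes of newborn pups, 2 labelled WT and 2 labelled Tet1 KO. The paper's methods give isolation between postnatal days 1 and 3, 7 to 10 days of culture and shaking at 240 rpm for 12 h before the medium was replaced. The sample labels give postnatal day 1, 2 mice per isolation, about 7 days of culture, shaking at 260 rpm and a further 24 h before collection. Paired-end reads were filtered and aligned to the mouse genome mm10 by the authors, and the paper's text does not name the program that counted them. The authors deposited 1 value per library for each of 25393 genes. These values were read counts divided by 1 size factor per library, since 100% of them were whole multiples of the value of 1 read, and they are called normalized counts here. Multiplying back gave 18749610 and 22673555 reads on genes in the WT libraries, and 20702980 and 22403163 in the libraries labelled KO. A count of 3 reads, taken as the detection floor, corresponds to 2.70 to 3.21 normalized counts. Libraries with the same label differed by more than the sampling noise. The median chi-square per gene was 10.4 between the WT libraries and 37.8 between those labelled KO, against 0.45 for sampling noise alone. This goes against repeat sequencing of 1 library but cannot show that the cultures were separate. Each library was counted as a replicate by its label. Genotypes were compared with limma on log2(normalized count + 1) over the 22094 genes with a mean of at least 1, a scale that understates the change of low genes. With 2 libraries in each group, an exact permutation test of a single gene cannot give a two-sided p below 0.33. Tet1 (ENSMUSG00000047146), the gene targeted in the KO mice, lies on chromosome 10 of GRCm38 from 62804570 to 62908996 on the minus strand. It had 266 and 121 normalized counts in the WT libraries and 173 and 463 in the libraries labelled KO. The mean was 194 ± 102 in WT (SD, n = 2) and 318 ± 205 in the libraries labelled KO (SD, n = 2). Its log2 fold change was 0.66 (standard error 0.65, adjusted p = 0.691 from limma with Benjamini-Hochberg adjustment), and a count per gene does not separate transcripts with and without the targeted exons. Because Tet1 was not lower in them, these libraries are called the libraries labelled KO throughout, and every direction given for them rests on the label.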

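Marker levels were computed as FPKM, from the reads recovered per gene, the gene lengths in the authors' table and the library totals. Gfap had 726 ± 55.0 FPKM (SD, n = 2) in WT and was the gene with rank 24 among the 25393 listed, by the mean over the 4 libraries. In the libraries labelled KO, Gfap had 1871 FPKM in replicate 1 and 117 in replicate 2, a spread larger than the difference between the labels. Aldh1l1 had 58 ± 8.07 FPKM (SD, n = 2) in WT and 35.9 ± 12.1 (SD, n = 2) in the libraries labelled KO, above 95.7% of the listed genes. Nes, which encodes Nestin, had 89.0 ± 25.2 FPKM (SD, n = 2) in WT and 248 ± 141 (SD, n = 2) in the libraries labelled KO. Its mean lay above 99.2% of the listed genes. Map2 had 7.98 ± 3.49 FPKM (SD, n = 2) in WT and 7.36 ± 1.42 (SD, n = 2) in the libraries labelled KO, above 75.4% of the listed genes. Tubb3, which encodes Tuj1, had 1.74 ± 0.48 FPKM (SD, n = 2) in WT and 6.13 ± 2.85 (SD, n = 2) in the libraries labelled KO, above 65.0% of the listed genes. Dcx was at 1.07 and 0 normalized counts in WT, under the floor of 3 reads, and at 7.49 and 4.51 in the libraries labelled KO. Between the labels, the log2 fold change of Nes was 1.43 (standard error 0.50, adjusted p = 0.326 from limma) and that of Tubb3 was 1.80 (standard error 0.52, adjusted p = 0.268 from limma). DESeq2 on the recovered reads called Tubb3 (1.84, adjusted p = 0.0421) but not Nes (adjusted p = 0.0986). Ranked only among the 13003 genes with a mean FPKM of at least 1, Tubb3 lay above 31.7% of them, the marker that moved most. Gfap overlaps an antisense long non-coding gene, and Tubb3 overlaps another protein-coding gene on its own strand, so reads could be split between them. The same applies to Aldh1l1 and Map2, which each overlap 3 annotated genes, 1 of them antisense. Nes and Dcx overlap none.

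**Figure D1:**
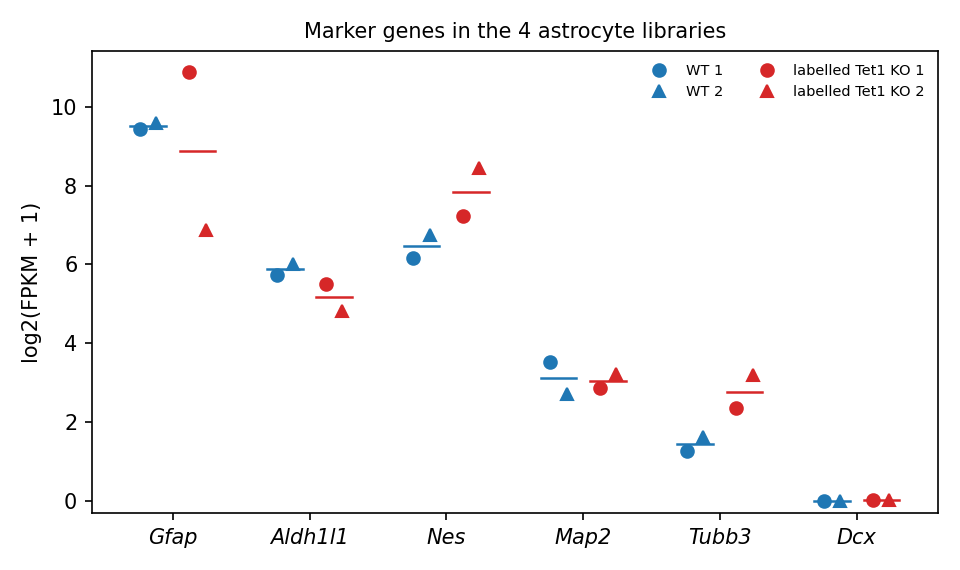
Level of 6 marker genes as log2(FPKM + 1) on the vertical axis, with 1 point per library (blue WT, red labelled Tet1 KO) and a short line at each group's mean of the 2 points. Gfap is split between 1871 and 117 FPKM in the libraries labelled KO, and Nes is above Aldh1l1 in each of the 4 libraries.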

FPKM of astrocyte markers *Gfap*, *Aldh1l1* showed a high level, but the expression markers for neural precursor/stem cell marker *Nestin*, neuronal progenitor cell marker *DCX*, neuronal markers *Map2* and *Tuj1* were almost non-detectable in both WT and KO cells, suggesting a high homogeneity of cultured astrocytes (Supplementary Figure 3A). The results of RNA-seq showed that a total of 4,116 genes showed altered expression in KO astrocytes compared to WT cells: 1,943 up-regulated and 2,173 down-regulated (*P* < 0.05, fold change > 1) (Figure 4A and Supplementary Table 1). 

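Of the 22094 genes tested, 3032 had an unadjusted p under 0.05, the paper's criterion when any fold change counts, with 1004 higher and 2028 lower in the libraries labelled KO. About 1105 genes would pass that threshold if none had changed. With Benjamini-Hochberg adjustment, 0 genes reached an adjusted p under 0.05 in limma, and the lowest adjusted p, 0.0777, was shared by 30 genes. The alternative that moved this count most was DESeq2 on the recovered reads, which called 1106 genes, 288 higher and 818 lower, while edgeR's quasi-likelihood test on the same reads called 0, with 2377 genes at an unadjusted p under 0.05. The libraries carry replicate numbers, and across the 22094 genes the deviations of same-numbered libraries from their group means had a correlation of -0.08. It was -0.11 over the 12868 genes with a mean of at least 50. With the replicate number as a block, 2583 genes had an unadjusted p under 0.05 (762 higher, 1821 lower) and 0 an adjusted p under 0.05. With the numbers crossed, so that WT replicate 1 was paired with labelled KO replicate 2, these counts were 3432 (1104 higher, 2328 lower) and 244. The part of Supplementary Table 1 used here covers 3 libraries per genotype and lists 1942 genes as up-regulated and 1998 as down-regulated by the paper. Of the 3752 listed genes that could be compared, 2252 changed in the listed direction between the labels. Of the up-regulated genes compared, 180 rose with an unadjusted limma p under 0.05 and 179 fell with one. Of the down-regulated genes compared, 414 fell with an unadjusted limma p under 0.05 and 79 rose with one.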

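Gene families defined by gene symbol stood in for GO terms, which were not used here, and each family was compared with the other tested protein-coding genes by Fisher's exact test. Because 0 genes passed the adjusted threshold, the altered genes were those with an unadjusted p under 0.05, and p-values were adjusted by the Benjamini-Hochberg method over the tests of 5 families in 2 directions. Of 66 axon guidance ligands and receptors, 10 (15.2%) were higher in the libraries labelled KO, against 5.5% of the other genes (odds ratio 3.09, adjusted p = 0.0154 from Fisher's exact test). Of 167 immune cell surface and cytokine genes, 55 (32.9%) were lower, against 10.1% of the other genes (odds ratio 4.39, adjusted p = 1.22e-14 from Fisher's exact test). Ion channels were not over-represented among the lower genes (19 of 136, odds ratio 1.42, adjusted p = 0.313) or the higher genes (odds ratio 0.932), and neither were endocytosis and vesicle traffic genes among the lower genes (odds ratio 0.806, adjusted p = 0.72). Solute carriers were at an odds ratio of 0.462 among the higher genes (adjusted p = 0.134) and 1.2 among the lower genes (32 of 265, adjusted p = 0.522). With the genes DESeq2 called at an adjusted p under 0.05, the odds ratio was 4.99 for axon guidance genes among the higher genes and 4.25 for immune genes among the lower genes. Genes of a family are not independent of each other, and these p-values compare genes, not animals.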

Gene Ontology (GO) analysis of the altered genes showed enrichment of genes related to neuronal development, axon development, response to external stimulus, cell activation, and ion transport, etc. (Figures 4B,C).

**FIGURE 4:**
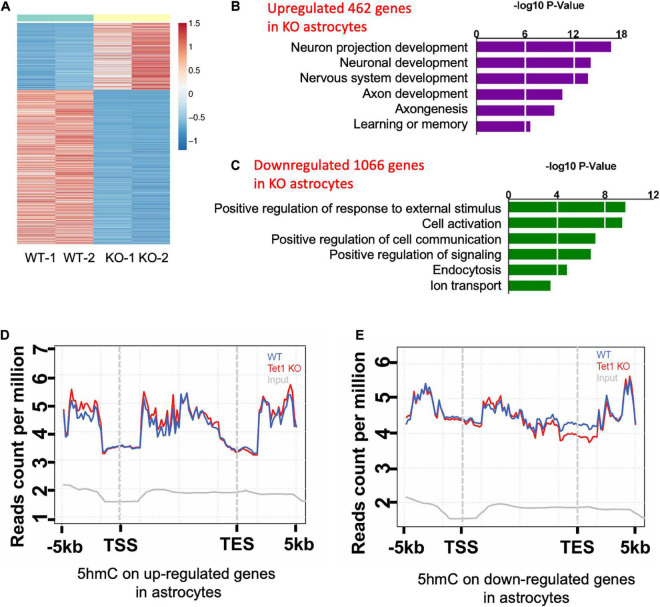
*Tet1* deficiency leads to the altered gene expression and differential hydroxymethylation. **(A)** Heat map drawn from the altered transcriptome of WT and *Tet1* KO astrocytes. Three biological repeats of WT and Tet1 KO cells were adopted for RNA-seq, respectively. The significance of expression was determined by | FC| > 1 and *P*-value < 0.05. **(B,C)** Gene ontology (GO) analysis showed that up-regulated genes enriched for the terms relating with negative regulation of neuronal development and neurogenesis, etc. **(B)**, and down-regulated genes enriched from gliogenesis and cognition, etc. **(D,E)** Averaged 5hmC level over the up-regulated genes **(D)** and down-regulated genes **(E)** of wildtype (WT), Tet1 KO and input astrocyte samples. Tet1 KO astrocyte showed higher 5hmC enrichment on the promoters and gene bodies of up-regulated genes, and lower enrichment on promoters and transcription start sites (TSS) of down-regulated genes.

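When the fold change in the criterion is read on the log2 scale, so that genes must change more than 2-fold with an unadjusted p under 0.05, 2755 genes passed in limma, 798 higher and 1957 lower in the libraries labelled KO. This balance depended on the scaling, with 1232 higher and 1413 lower after quantile normalization. In the authors' deposited table, 2777 genes had an unadjusted p under 0.05, 1001 higher and 1776 lower. An unadjusted p under 0.01 in the authors' deposited table left 1528 genes, 462 higher and 1066 lower. Across all tested genes, 10574 (47.9%) were higher in both libraries with one label than in both with the other, against 33.3% expected by chance. The 2 libraries labelled KO differed from each other by more than 2-fold in 28.6% of the 12868 genes with a mean of at least 50, and the 2 WT libraries in 10.7%.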

Next, we performed genome-wide 5hmC profiling of WT and *Tet1* KO astrocytes utilizing an established 5hmC chemical labeling and affinity purification method (Song et al., 2011; Szulwach et al., 2011). We analyzed 5hmC sequencing data with an established pipeline and found that 5hmC was highly enriched in distinct genomic regions, such as intron, exon, promoter, and intergenic regions in WT astrocytes. We also found that *Tet1* KO did not significantly alter the distribution landscape of 5hmC in the genome (Supplementary Figures 3B,C). Further, the differential hydroxymethylation regions (DhMRs) induced by *Tet1* KO were enriched in intron, exon, promoter, and intergenic regions (Supplementary Figures 3D, 4E), which were associated with 9,547 genes (Supplementary Table 2). We further performed a correlation analysis of DhMRs and genes with altered expression indicated by RNA-seq. Our results revealed increased enrichment of 5hmC distribution on up-regulated genes, especially at promoter and gene body regions (Figure 4D), and decreased 5hmC distribution on down-regulated genes, especially at promoter, and TSS regions (Figure 4E). These results suggest a positive correlation of 5hmC and gene expression in astrocytes.

### *Tet1* Deficiency Leads to Down-Regulation of *GluA1* and Induces Abnormal Ca^2+^ Signaling

Given *Tet1* deficiency in astrocyte affecting neuronal development and memory, we speculate that *Tet1* deficiency induced the deficits of communication between astrocytes and neurons. 

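Gria1 (ENSMUSG00000020524), which encodes GluA1, lies on chromosome 11 of GRCm38 from 57011387 to 57330244 on the plus strand, and no other annotated gene overlaps it. It had 897 and 1803 normalized counts in the WT libraries and 240 and 10.8 in the libraries labelled KO, or 1350 ± 641 (SD, n = 2) against 125 ± 162 (SD, n = 2). The log2 fold change between the labels was -4.58 (standard error 1.40), with an adjusted p of 0.286 over all tested genes and 0.0794 over the 4 AMPA receptor subunit genes (limma, Benjamini-Hochberg). DESeq2 on the recovered reads gave -3.43 with an adjusted p of 0.0223, and edgeR gave -3.43 with an adjusted p of 0.352. Gria2 (ENSMUSG00000033981, chromosome 3 from 80681450 to 80802835, minus strand), which encodes GluA2, had 986 and 181 normalized counts in WT and 537 and 621 in the libraries labelled KO. Its log2 fold change of 0.45 (standard error 0.80, adjusted p = 0.834 from limma) was smaller than the spread between the WT libraries and became -0.01 with DESeq2 and -0.03 with edgeR. Gria3 (ENSMUSG00000001986, chromosome X from 41400854 to 41678601, plus strand), which encodes GluA3, had 2522 and 1301 normalized counts in WT and 1547 and 4673 in the libraries labelled KO. Its log2 fold change was 0.57 (standard error 0.63, adjusted p = 0.721 from limma), within the spread between replicates. Gria4 (ENSMUSG00000025892, chromosome 9 from 4417896 to 4796234, minus strand), which encodes GluA4, had 66.2 and 91.0 normalized counts in WT and 115 and 217 in the libraries labelled KO. Both libraries labelled KO were above both WT libraries for Gria4, with a log2 fold change of 1.01 (standard error 0.52, adjusted p = 0.454 from limma). Gria2, Gria3 and Gria4 each overlap 1 annotated microRNA gene on their own strand.

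**Figure D2:**
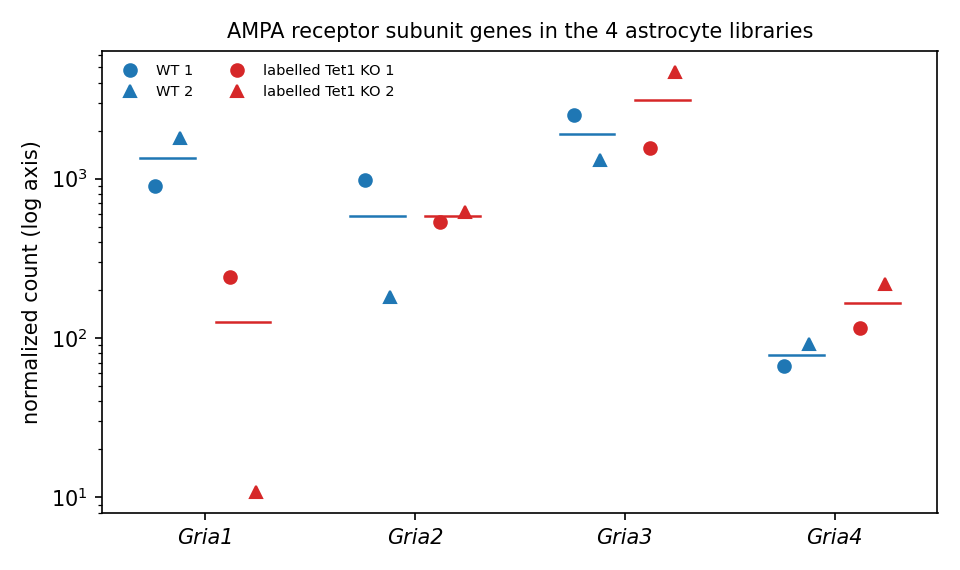
Normalized counts of the 4 AMPA receptor subunit genes on a log axis, with 1 point per library (blue WT, red labelled Tet1 KO) and a short line at each group's mean of the 2 points. Both libraries labelled KO are below both WT libraries for Gria1, at 240 and 10.8, and the groups overlap for Gria2 and Gria3.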

RNA-seq data analysis showed that the expression of *GluA1*, the subunit of AMPA receptor, was significantly decreased in *Tet1* KO astrocytes (Supplementary Figure 4A), whereas other subunits of AMPA receptor *GluA2-3* were increased (Supplementary Figures 4B–D). 5hmC-seq results and 5hmC-IP followed by qPCR both showed a significant decrease of 5hmC modification on GluA1 (Figures 5A,B). Immunofluorescence staining of GluA1 with WT and *Tet1* KO astrocytes showed that the signal intensity of GluA1 was significantly decreased in *Tet1* KO astrocytes compared to WT astrocytes (Figure 5C). Consistently, qRT-PCR and western blot assay results showed that the expression of GluA1 was significantly decreased in *Tet1* KO astrocytes (Figures 5D–F). Immunofluorescence staining results showed that the signal intensity of GluA1 was significantly decreased in hippocampi region of *Tet1* cKO mice compared to WT mice (Supplementary Figure 4E). In addition, qRT-PCR and western blot assays showed that acute knock down of *Tet1* also decreased the expression of *GluA1* (Supplementary Figures 4F–H). Taken together, these results suggest that *Tet1* deletion reduced the expression of GluA1 in astrocyte. 

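In the RNA-seq data, the 4 log2 differences of Gria1 between a library labelled KO and a WT library ran from -7.25 to -1.90. With each library left out in turn, the log2 fold change lay between -6.75 and -2.40, and it was most negative without labelled KO replicate 1. Under the other settings it was between -4.64 and -2.70, and its adjusted p ranged from 4.85e-05 to 0.434 (limma, DESeq2 and edgeR). Gria1 was lower in both libraries labelled KO, and more so in replicate 2. Against WT replicates 1 and 2, the median of 10 astrocyte genes was -2.11 and -1.63 in that library. In labelled KO replicate 1 it was 0.11 and 0.17. Sex-linked genes also differed between the labels, so the size of the Gria1 fall cannot be tied to the label alone. As FPKM, Gria1 had 7.42 and 14.3 in the WT libraries and 1.79 and 0.0886 in the libraries labelled KO, in which Tet1 itself was not lower. The paper proposes that loss of Tet1 lowers GluA1 expression in astrocytes. It draws on the lower GluA1 in the RNA-seq and on 5hmC, immunofluorescence, qRT-PCR and western blot results. Its evidence also includes lower GluA1 in the hippocampus of cKO mice and after acute Tet1 knock down.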

Considering the important function of GluA1 in Ca^2+^ signaling, we next tested Ca^2+^ signal in WT and KO astrocytes with ATP administration. We found that *Tet1* KO astrocyte almost completely lost response to ATP treatment at concentrations of 100 and 1,000 nM (Figures 5G,H).

**FIGURE 5:**
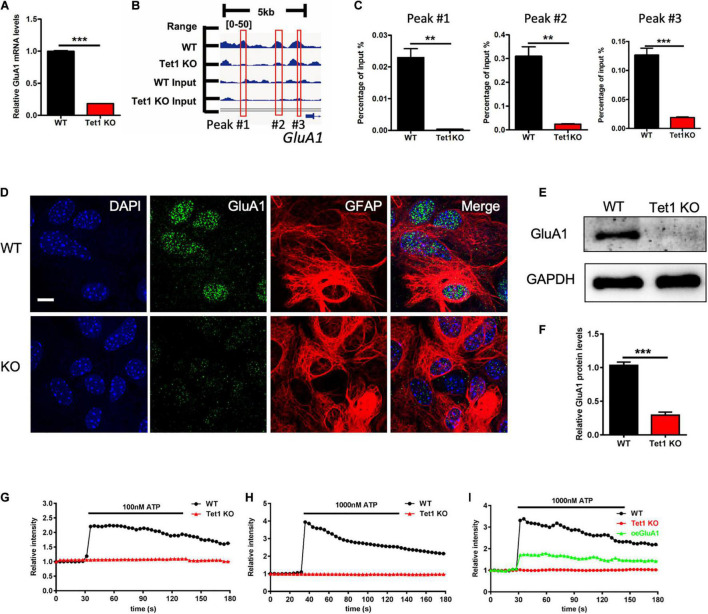
*Tet1* deficiency inhibits the expression of GluA1 and reduces Ca^2+^ signaling. **(A)** 5hmC-seq data analysis identified three loci on GluA1 showing significant 5hmC enrichment for wildtype astrocytes but not for *Tet1* KO astrocytes. **(B)** qPCR results validated the decreased 5hmC enrichment on GluA1. Fold enrichment was calculated as 2-*dCt*, where *dCt* = *Ct* (5-hmC enriched)—*Ct* (input). Data were presented as mean ± SEM, *n* = 3, unpaired *t*-test; **P < 0.01; ***P < 0.001. **(C)** Representative immunostaining images of GluA1 and Gfap with WT and *Tet1* KO astrocytes. Scale bar, 20 μm. **(D–F)** qRT-PCR **(D)** and western blot assay results **(E,F)** showed that *Tet1* KO significantly reduced the level of GluA1. Data were presented as mean ± SEM, *n* = 3, unpaired *t*-test; **P < 0.01; ***P < 0.001. **(G,H)** Representative images show the different Ca^2+^ signal intensity between WT and *Tet1* KO astrocyte evoked by 100 nM ATP **(A)**, 1,000 nM **(B)** ATP, respectively, which indicated by Fluo. 8 am. 8–10 cells were analyzed for each group. **(I)** Ectopic GluA1 restored Ca^2+^ signaling of *Tet1* KO astrocytes. WT astrocyte was infected with lentivirus expressing RFP. KO astrocytes were infected lentivirus expressing RFP, and RFP-GluA1, respectively. 8–10 cells were analyzed for each group.

Finally, we examined whether ectopic GluA1 could rescue the deficits of Ca^2+^ signal in *Tet1* KO astrocytes. Western blot assay results showed a high expression efficiency of lentivirus vector expressing GluA1 in N2a cells (Supplementary Figures 4I,J). We then infected the cultured WT and *Tet1* KO astrocyte with lentivirus expressing RFP, and RFP + GluA1, respectively, followed by the treatment with 1,000 nM ATP. We observed that ectopic GluA1 could significantly restored Ca^2+^ signal (Figure 5I and Supplementary Figure 4K). Taken together, these results suggest that *Tet1*-loss induced the deficits Ca^2+^ signaling can be rescued by ectopic GluA1 in astrocyte.

## Discussion

Although previous studies have revealed the function of Tets in neurons, in neural stem cells and in cognitive function, the role of Tet in astrocytes still remains unknown (Kaas et al., 2013; Rudenko et al., 2013; Zhang et al., 2013; Zhu X. et al., 2016; Li X. et al., 2017). In the present study we focused on the physiological function of DNA dioxygenase Tet1 in mouse astrocytes. We found that astrocytes *Tet1* loss significantly decreased the global level of 5-hydroxymethylcytosine (5hmC). Specific ablation of Tet1 in astrocytes impaired learning and memory of adult mice and neuronal development. 5hmC genome sequencing showed that *Tet1* deletion induced differentially hydroxymethylated regions (DhMRs), and RNA-seq results showed that *Tet1* loss altered gene expression. Finally, we revealed that *Tet1* deficiency in astrocytes resulted in the abnormal Ca^2+^ signaling of astrocytes by modulating the expression of GluA1. Taken together, these data suggest that Tet1 is important for the function of astrocytes.

Previous research revealed that modulation of Tet1 and Tet3 affected neuronal activity, gene expression, and consequently regulated memory formation and extinction and the formation cerebellar circuitry (Guo et al., 2011; Kaas et al., 2013; Rudenko et al., 2013; Yu et al., 2015; Zhu X. et al., 2016). Although these studies identified the critical function of Tet1 andTet3 in the neuronal system, the evidence regarding the role of Tet in astrocytes is still lacking. Our results showed that specific ablation of astrocytes Tet1 not only significantly decreased the level of 5hmC and altered the morphology of astrocytes, it also impaired neuronal development and cognitive function of mice. Therefore, on the one hand, our findings, suggest that Tet1 plays important functions in different types of cells including neurons and astrocytes. On the other hand, our study provides a new layer of mechanism for how Tet1 regulates brain function, especially for explaining the *in vivo* data generated with *Tet1* constitutive knockout mice (Rudenko et al., 2013; Zhang et al., 2013).

Tets, including Tet1-, Tet2- and Tet3-mediated 5hmC, are dynamic and also conservative during neuronal development and neurogenesis (Szulwach et al., 2011; Hahn et al., 2013; Li X. et al., 2017). Both tissue/cell and developmental stage affect 5hmC distribution at distinct genomic regions, and they also affect the acquisition and loss of 5hmC (Szulwach et al., 2011). Our results showed that 5hmC is almost equally enriched at promoter and gene bodies regions in astrocytes and is different from those of neurons and neural stem cells, which are highly enriched at gene bodies (Song et al., 2011; Szulwach et al., 2011). Consistently, 5hmC is further enriched at promoter and gene bodies of up-regulated genes, while being less enriched at promoter and TES regions of down-regulated genes, underlining the concept that 5hmC is positively associated with gene expression (Mellen et al., 2012; Hahn et al., 2013; Li X. et al., 2017).

Astrocyte tightly interacts with neuronal cells and are involved in brain development and disorders (Clarke and Barres, 2013; Sloan and Barres, 2014; Phatnani and Maniatis, 2015; Zuchero and Barres, 2015; Allen and Lyons, 2018; Khakh and Deneen, 2019). Astrocyte expresses ionotropic and/or metabotropic receptors, and the binding of glutamate to ionotropic and/or metabotropic receptors activates glutamate signaling. The activation of glutamate receptors induces the generation of intracellular ion signals and/or second messengers including ATP release and calcium signaling in astrocytes (Rose et al., 2017). Astrocyte calcium signaling is not only an essential feature of astrocyte activity, also an important mechanism for neuron-glia interaction at synapses. Aberrant calcium signaling is involved in neurodevelopmental and neurodegenerative diseases (Robel and Sontheimer, 2015; Verkhratsky, 2019). Epigenetic modifications have been shown to regulate gene expression and functioning of astrocytes in both development and diseases (Neal and Richardson, 2018; Puri, 2020). Our study provides evidence that shows that *Tet1* deficiency leads to a significant decrease of GluA1 and impairs astroglial calcium signaling. Our results reveal a new mechanism for how Tet1-mediated 5hmC regulates brain function through affecting astrocyte physiology.

## Materials and Methods

### Animals

Mice were housed in a standard condition of the animal center of Zhejiang University on a 12 h light/dark cycle with free access to food and water. The inducible Tet1 conditional knock out mice (*Tet1*^loxp/lo*xp*^:*Glast-Cre*^ERT2^; cKO) by crossing *Tet1*^loxp/loxp^ mice with Glast-Cre^ERT2^ mice (Jackson Laboratory, #012586). *Tet1*^loxp/loxp^ and *Tet1* constitutive knockout (KO) mice were generated as described previously (Zhang et al., 2013). To induce recombination, adult (7–8 weeks old) mice were injected intraperitoneally with sunflower oil only and with Tamoxifen, respectively (100 mg/kg, 1 time/day for five consecutive days). Tamoxifen was prepared in 10% ethanol mixed with sunflower oil (Wako, #196-15265) with occasional vortexing until completely dissolved. All animal experiments were performed according to the protocols approved by the Institutional Animal Care and Use Committee of Zhejiang University.

### Behavioral Tests

A Morris water maze test was performed as described previously (Li L. et al., 2017). The test was performed in a round, water-filled tub with 120 cm in diameter. After the mice were trained for 6 days, a probe test was performed. All trials were videotaped and were analyzed with MazeScan software (Actimetrica, China). The single time-point data were analyzed by Student’s *t*-test, and the serial days’ data as dependent values were analyzed by two-way ANOVA.

An eight-arm radial maze test was conducted as described previously (Li L. et al., 2017). The apparatus consisted of an octagonal platform at the center and eight identical extending arms equipped with a head-end detector at the end. The movement of the mice was recorded with a video tracking system (Med Associates Inc). The times of the mouse walking through each arm was counted, and data were analyzed by Student’s *t*-test.

### Isolation and Culture of Astrocytes

Neonatal mice (postnatal day 1–3) were sacrificed, and cortical and hippocampi regions were dissected out with a microscope. The tissues were digested with 0.25% trypsin (Gibco, 25200072) for 25 min at 37°C to dissociate into single cell suspensions. About 1 × 10^7^ cells were plated onto one poly D-lysine coated T25 culture flank with DMEM medium supplemented with 10% FBS, 1% antibiotic-antimycotic, 2 mM L-glutamine, and the medium was replaced every 2 days. After cultured 7–10 days, samples were put on a shaker (240 rpm) for 12 h at 37°C, and the medium was completely replaced with fresh culture medium.

### Immunofluorescence Staining

Brain sections were washed with PBS for three times and were blocked with PBS-containing 3% goat serum (Vector Laboratories, #) and 0.1% Triton X-100 for 1 h at room temperature. Sections were incubated with primary antibodies overnight at 4°C and were washed with PBS. The following primary antibodies were used: GFAP (), mouse anti-Neuronal Nuclei (NeuN, Millipore, MAB377), DCX (), and GluA1 (Abcam, ab1232). On the second day, the samples were taken out and washed with PBS for 3 times, 5 min/time, followed by incubation with the secondary antibodies for 1 h at room temperature. Fluorophore-conjugated secondary antibody was used: goat anti-mouse Alexa Fluor 568 (Invitrogen, A11031), goat anti-rat Alexa Fluor 568 (Invitrogen, A11077), goat anti-rabbit Alexa Fluor 488 (Invitrogen, A11008), and goat anti-mouse Alexa Fluor 488 (Invitrogen, A11001). All the sections were observed and images were taken with a confocal microscope (Leica). The images were analyzed with Imarus software.

### Golgi Staining

Golgi staining was performed with FD Rapid GolgiStain Kit according to the manufacturer’s protocol (FD NeuroTechnologies, #). The morphology of CA1 Neurons of adult control and Tet1 cKO mice were analyzed. The dendritic length, numbers of spines, and sholl analysis were analyzed using Image J software.

### Genomic DNA Preparation and Dot Blot

The preparation of Genomic DNA was performed as described previously (Szulwach et al., 2011; Li X. et al., 2017). Briefly, astrocytes were collected, and pellets were lysed with 600 μl DNA lysis buffer (100 mM Tris–HCl, pH 8.0, 5 mM EDTA, 0.2% SDS and 200 mM NaCl) containing Proteinase K and RNase A overnight at 55°C. The second day, equal volumes of phenol:chloroform:isoamyl Alcohol (25:24:1, Sigma, P-3803) were added and completely mixed, followed by centrifugation at 12,000 *g* for 30 min. The supernatant was collected and mixed with 500 μl isopropanol to precipitate DNA. DNA pellets were washed with 70% ethanol and were dissolved with DNase free water. 5-hmC dot blot was performed as described previously (Szulwach et al., 2011; Li X. et al., 2017).

### Western Blot

Cell pellets were lysed with RIPA buffer for 30 min on ice. After centrifugation at 12,000 *g* for 30 min at 4°C, the supernatants were collected. The protein concentrations were measured with a biophotometer (Eppendorf). 20 μg total proteins of each sample were applied for SDS-PAGE electrophoresis; then the gel was transferred to PVDF membranes. The following primary antibodies were used: anti-GAPDH (Ambion, AM4300), anti-GluA1 (Abcam, ab1232), anti-Flag (Thermo, MA1-91878), and anti-HA (Diagbio, db5297). The images were measured by Molecular Imager Imaging System (Tanon, China). The intensity of images was analyzed with Adobe Photoshop software.

### Total RNA Isolation, Quantitative Real-Time PCR, and RNA-Seq

Total RNA was extracted from cultured astrocytes after using TRIzol reagent following the manufacture’s protocol and was purified with chloroform. The concentration of RNA was quantified using a NanoDrop spectrophotometer 2000 (Thermo Fisher Scientific). 0.4 μg of total RNA was used for reverse transcription using a RT reagent kit (Vazyme). Standard real–time qPCR assays were performed using SYBR Green (Vazyme) in triplicate, and the results were analyzed using the ^ΔΔ^Ct method.

All samples used for the cDNA library was assessed with a NanoDrop spectrophotometer 2000, and the RNA integrity value (RIN) was determined with an Agilent 2100 Bioanalyzer (Agilent Technologies Inc.). The extracted mRNA was fragmented, reverse transcribed into cDNA, and ligated with proprietary adapters to the 3′ and 5′ termini. Subsequently, paired-end sequencing was performed with the Illumina HiSeq sequencing technology (Illumina). Raw sequencing output was filtered, and the retained clean reads were then aligned to the *Mus musculus* reference genome (mm10).

### Gene Ontology Analysis

Gene ontology (GO) analysis was performed using the DAVID database (Dennis et al., 2003) as described previously (Chen et al., 2019).

### Co-immunoprecipitation

The cultured astrocytes were collected, washed with PBS, and lysed with RIPA buffer on ice for 30 min, followed by treatment of extraction buffer (Thermo Fisher) containing protease inhibitor cocktail (Roche). The samples were sonicated and centrifuged at 12,000 *g* for 10 min at 4°C. The supernatants were collected and treated with DNase (30 units/ml, Promega) and with RNase A (25 mg/ml) for 20 min at 37°C. The supernatants were incubated with primary antibodies overnight. On the second day, protein A magnetic beads (Sigma) were mixed with samples for 2 h at 4°C. After washing with washing buffer for three times, the beads were re-suspended using 30 μl RIPA buffer and a 10 μl 4X loading buffer. After denaturation, the samples were analyzed using immunoblotting assays, and the second antibodies were used to detect the target proteins.

### 5-hmC Genome-Wide Sequencing and qPCR

The enrichment of 5-hmC of Genomic DNA was performed as described previously (Szulwach et al., 2011). After purification, biotin-5-N_3_-gmC-containing DNA was used for library construction following the Illumina protocol for “preparing samples for ChIP sequencing of DNA.” The sequencing data of 5-hmC were analyzed and DhMRs were identified. For the validation of 5hmC enrichment, input or 5-hmC-enriched DNA was used in triplicate 20-μl qPCR reactions. The sequences of used primers were: peak #1: chr11:56821357-56821456,FW-GGTTCTGTGTTGCCGTAAGC,RV-TGGACTGATAGAAGCC AGGGA; peak #2: chr11: 56823323-56823404, FW-TCATTC AATCACGGGCTCTCA, RV-AGGGAGCGAAACTTGTGAGG. Peak #3: chr11:56824653-56824749, FW-TGGGCCAGTGGAGT GTAGAA, RV-ATAGCCCTGGATTCACCAGC.

### Calcium Imaging

Fluo8 am (Abcam, ab142773) was used to measure the calcium wave of astrocyte (ref). Briefly, astrocyte was plated on the coverslip at a low confluency. After cultured for 48 h, cells were washed with Hanks’ Buffer with 20 mM HEPES and were incubated with 10 μM Fluo8 am for 45 min at room temperature. The calcium signal was evoked by applying ATP, and images were made by confocal microscope (Leica) and were analyzed with a Leica analysis system.

For the rescue of GluA1, WT and Tet1 KO astrocytes were cultured, purified, and plated onto coverslips at a density of 5 × 10^3^/well in 24-well plates. 24 h later, the cells were infected with lentivirus expressing RFP and GluA1, respectively (30 MOI). 2 h later, the medium was replaced with fresh culture medium, and calcium signal was examined 96 h later.

### Quantification and Statistical Analysis

All data are expressed as mean ± SE. GraphPad Prism (GraphPad Software Inc.) was used for statistical analysis. Unpaired Student’s *t*-test was used to determine the differences between two groups; a two-way ANOVA followed by Tukey’s *post hoc* test was used to determine differences between multiple groups. *P* < 0.05 was considered statistically significant.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO; GSE164025, GSE165370.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of Zhejiang University.

## Author Contributions

XL conceptualized the project and wrote the manuscript. WX, XZ, FL, and YC did astrocytes isolation and culture. YC did immunofluorescence staining, qRT-PCR, western blot and Ca^2+^ signal measurement with the help of JnZ. WQ performed the RNA-seq data analysis. YB and CS maintained the animals and did tamoxifen injection, performed the quantification of immunofluorescence staining and behavioral tests. ZL, YC, and XL analyzed the 5hmC sequencing data. All authors reviewed and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

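RNA-seq of primary mouse astrocyte cultures was analysed from 4 libraries, 2 labelled WT and 2 labelled Tet1 KO. Each library's genotype and replicate number were taken from the sample labels. The authors filtered paired-end Illumina reads and aligned them to mm10; the paper's text does not name the aligner, the counting program, the annotation release or the test behind the list of altered genes. The authors deposited 1 signal value per gene and library under a name that speaks of FPKM, but the values are read counts divided by a size factor, without a correction for gene length. In each library 100% of the values were whole multiples of the value of 1 read, so whole reads were recovered for all 25393 genes. The size factors were 0.937 and 1.09 in WT and 0.934 and 1.11 in the libraries labelled KO. The planned design had assumed FPKM, and its test was kept with normalized counts in their place. The authors also deposited the mean of each genotype, a log2 fold change, a p-value and an adjusted p-value for each gene, together with other columns for gene length and position. The authors' deposited log2 fold changes and p-values were within 0.01 and 5 percent of those from DESeq2 on the recovered reads for all 25393 genes.

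The reads on genes numbered 18749610 and 22673555 in WT, and 20702980 and 22403163 in the libraries labelled KO. Values of 1 read ranged from 0.901 to 1.07 normalized counts. The lowest mean of a listed gene was 0.451, and no gene at 0 in all 4 libraries was listed. Gene positions were compared with GENCODE M21 on GRCm38, in which 25367 of the identifiers were found, 24654 of them with the same start and end.

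The main comparison used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a variance trend) on log2(normalized count + 1), over the 22094 genes with a mean of at least 1, with Benjamini-Hochberg adjustment and no block. edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 were run on the recovered reads. FPKM was computed from the recovered reads, the gene lengths and the total reads on genes. The limma variance prior had 3.4 degrees of freedom, and the edgeR common biological coefficient of variation was 0.447. Sets of genes were compared with 10000 random sets of the same size matched on mean expression, and with camera from limma. Families of genes were tested with two-sided Fisher's exact tests. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

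The tests were tried on simulated counts with 200 changed genes, in 3 simulations each. Changed genes were drawn from those with a mean of at least 50. Each gene was given the dispersion of the trend, the same in both groups. In the real data the SD of the log2 ratio between replicates was 1.22 in the libraries labelled KO and 0.67 in WT. The shares and false calls below may therefore not hold for the real libraries. At a log2 fold change of 4, limma recovered 96.8% of the changed genes with 9.7 false calls on average, edgeR 97.0% with 6.7 and DESeq2 98.7% with 43.3. At a log2 fold change of 2, the shares were 32.5%, 32.7% and 48.3%, with 4, 3.7 and 29.3 false calls. The simulated gene sets held genes that varied independently of each other. Of 100 sets with no shift, 3 had a p under 0.05, and of 100 shifted by 2, all 100 did.

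Before the data were examined, the alternatives set were pseudocounts of 0.1 and 0.01, mean minimums of 0.1 and 5 and no filter, median log ratio scaling, scaling to equal sums, quantile normalization, eBayes without a trend, a replicate block, leaving out each library in turn, edgeR, and DESeq2. For the gene families they also included the paper's criterion, and for genes near Tet1 windows of 5 and 20 Mb beside 10 Mb. A mean minimum of 10, FPKM as the tested value, a crossed block, blocks in edgeR and DESeq2, DESeq2 calls and a 2-fold criterion for gene families, scaling to equal sums and quantile normalization for gene sets and families, and the settings for processed pseudogenes and genes on X and Y were chosen after seeing the data. The pairing of libraries for the block comes from the replicate numbers in the labels, which the paper does not describe as a pairing.

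The genes named in the text were fixed before the data were examined. They were every gene the paper names for these cells, the P2rx and P2ry receptor genes, sex-linked genes and members of the marker sets. The last part of the rule took the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05. As 0 genes passed that threshold in limma, with 3032 at an unadjusted p under 0.05, no gene was named by the last part of the rule. Other genes are named only where the text says that they were chosen after their values were seen. GO terms, 5hmC sequencing, and the immunofluorescence, qRT-PCR, western blot, calcium and behaviour experiments were not analysed here.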

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

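The tests of a microglial share, the comparison of single interferon-response genes with microglial genes, the tests of the sex of the pups, and of length and GC content for the proliferation, reactive astrocyte and cholesterol genes were chosen only after the result was seen, and the interferon-response and cholesterol synthesis sets were themselves written after the data were seen. The paper's text discusses neither Xist nor these gene sets in its RNA-seq results. Whether its list of altered genes holds them was not checked. Each direction below rests on the labels, since Tet1 was not lower in the libraries labelled KO. Quantile normalization moved the median log2 fold change of all genes from -0.07 to 0.08, and each set median named below kept its direction under it, under equal sums and under median log ratio scaling. Except for Xist, each p is the smallest that 10000 random sets can give, 0.0002, or 0.0007 after adjustment over 21 sets. By camera, which allows for correlation between genes, no set reached an adjusted p under 0.05, and the lowest adjusted p was 0.38, for the interferon-response and cholesterol synthesis sets.

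Xist had 8.54 and 0.92 normalized counts in the WT libraries and 2896 and 13367 in the libraries labelled KO, a log2 fold change of 10.51 (standard error 1.04, adjusted p = 0.0777 from limma; 4.21e-27 to 0.302 under the other settings). It stood out as a signal above the level of the control libraries in a gene the paper does not discuss. The 4 Y-linked genes together had 3765 and 1909 normalized counts in WT and 0 and 830 in the libraries labelled KO, so that the libraries labelled KO had 14.6% of the WT level. A difference in the sex of the pups between the cultures is a candidate explanation. The share of female cells in the libraries labelled KO is not settled by it. By the Y-linked genes replicate 2 lies between the WT libraries and replicate 1, while its Xist count is the higher of the 2. A mixture of male and female cells would give reads of both kinds, as replicate 2 had. Levels per cell were not measured, and the Y-linked genes also differed between the WT libraries, so the Xist order does not exclude a mixture. Sex and label go together in these 4 libraries, so the design does not separate them.

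The microglial genes had a median log2 fold change of -3.38 and were lower in 18 of 18 genes, 17 of them with both libraries labelled KO below both WT libraries, where 33.3% of genes without overlap in either direction is the chance share and 47.9% is the share measured over all tested genes in these libraries. Both shares apply to the sets that follow. The median ran from -4.13 to -2.60 with each library left out. A smaller share of microglia in the cultures labelled KO would move these genes by a similar amount, but the spread of their changes (SD 0.96) was at percentile 8.7 of random sets, tighter than most random sets but not below the percentile of 5 set for the test, so this neither shows nor excludes a smaller share. Taking away the median change of genes of like length and GC content, which was small, left the set median at -3.26. That step does not correct for the GC relations between single libraries (rho 0.26 between those labelled KO and -0.40 between the WT libraries). A smaller share of microglia, a change of state in the cells, the sex of the pups and the label cannot be told apart here.

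The interferon-response genes had a median log2 fold change of -3.72, with 22 of 22 lower and 21 without overlap between the groups. The median lay between -4.09 and -3.64 with each library left out. Their median was below that of the microglial genes by a difference of -0.34, but the order turned in both comparisons with WT replicate 2 (-3.66 against -3.79 for labelled KO replicate 1, and -3.43 against -3.87 for labelled KO replicate 2). By single genes, 7 of the 22 fell further between the labels than the steepest microglial gene (-4.54). In the 4 pairs of libraries that number was 10 and 6 for labelled KO replicate 1, and 3 and 0 for replicate 2, against WT replicates 1 and 2 in turn. These numbers rest on the steepest genes of each set, on a scale that understates the change of low genes. They therefore do not decide whether a smaller share of microglia is enough for the change of the interferon-response genes. After the median change of genes of like length and GC content was taken away, the median was -3.67. A difference in interferon exposure or culture state may also be an explanation, and it was not tested apart from the label or the sex of the pups.

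The proliferation genes had a median log2 fold change of 3.43, higher in 10 of 10 genes and without overlap in 10. It ranged from 1.87 to 4.97 with each library left out, and the 2 WT libraries themselves differed by -2.46. The same step for length and GC content left it at 3.54. Culture density or time in culture could give such a change as well as the label or the sex of the pups, and these were not tested apart.

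The reactive astrocyte genes had a median log2 fold change of -2.76, with 7 of 9 lower and 6 without overlap. It lay between -3.01 and -2.11 with each library left out and was -2.46 after genes of like length and GC were taken away. The cholesterol synthesis genes had a median of 1.64, with 15 of 15 higher and 15 without overlap. That median lay between 1.45 and 1.77 with each library left out and was 1.63 after the same step. Beyond length and GC content, no explanation was tested for either set, and the sex of the pups, the culture and the label cannot be told apart.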

How the results depend on the processing

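Tests with FPKM as the value, a mean minimum of 10, the crossed block, blocks in edgeR and DESeq2, and the 2-fold and DESeq2 calls for gene families were chosen after seeing the data, as were equal sums and quantile normalization for gene sets and families and each setting for pseudogenes and genes on X and Y. Fits that leave out a library have 1 library in a group and give no p-value, and so no counts of genes. With 2 libraries in each group, leaving one out can hardly move a value by more than the spread between replicates, so it shows little stability. A mean minimum of 0.1 removed no gene and gave the same result as no filter.

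The number of genes with an adjusted p under 0.05 was 0 in limma, with 3032 at an unadjusted p under 0.05. It was 1106 with DESeq2 (288 higher, 818 lower), 1043 with DESeq2 and a block, 43 with FPKM, and 244 with the crossed block. The other 13 settings gave 0, with 1926 to 3097 genes at an unadjusted p under 0.05. Of DESeq2's 1106 genes, 1081 had an unadjusted limma p under 0.05 in the same direction. In the simulated data DESeq2 made 43.3 false calls on average at a log2 fold change of 4, against 9.7 for limma. Those data had the same dispersion in both groups, unlike the real libraries, and the cause of the gap was not tested. The number at an unadjusted p under 0.05 ranged from 1893 to 3432, and was 1893 with FPKM (13003 genes tested) and 1926 with edgeR and a block. The 2-fold count of 2755 became 1339 with FPKM. Quantile normalization called 1417 higher and 1490 lower, so that 48.7% were higher against 33.1% in the main comparison. With the 2-fold criterion it called 1232 higher and 1413 lower, 46.6% higher against 29.0%. It moved the median log2 fold change of all genes from -0.07 to 0.08.

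Same-numbered libraries are different cultures, and the correlation of their deviations was -0.08 over all tested genes and -0.11 at a mean of at least 50. With the replicate block, 2583 genes had an unadjusted p under 0.05, and the log2 fold change of Gria1 was -4.58 with an adjusted p of 0.271 (4.85e-05 to 0.434 over its alternatives).

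Gria1 was lower under each of the 17 other settings and 4 left-out libraries, with adjusted p-values from 4.85e-05 to 0.434. It passed an adjusted p of 0.05 with DESeq2 (-3.43, adjusted p = 0.0223), DESeq2 with a block (-4.55, adjusted p = 4.85e-05) and the crossed block (-4.58, adjusted p = 0.0433); the cause was not tested. Gria2 turned from 0.45 to -0.01 with DESeq2 and to -0.03 with edgeR, and ran from -0.77 to 1.67 with each library left out. With WT libraries at 986 and 181, the group means of the counts were 584 and 579, while the means of the logs differed by 0.45. Left-out libraries gave -0.23 to 1.37 for Gria3 and -0.05 to 1.36 for Tet1. Gfap turned from -0.58 to 0.56 with DESeq2 and edgeR, and Map2 from -0.01 to 0.03 with median log ratio scaling. Tubb3 passed an adjusted p of 0.05 with DESeq2 alone (1.84, adjusted p = 0.0421, 0.0421 to 0.354 over its alternatives).

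Ranked among the 13003 genes with a mean FPKM of at least 1, Aldh1l1 lay above 91.6%, Nes above 98.5%, Map2 above 52.0% and Tubb3 above 31.7%, since the low genes are then left out. With each library left out, Nes ranged from 98.4% to 99.3% and Tubb3 from 59.6% to 68.3%. The share of genes changing as Supplementary Table 1 lists them ranged from 54.1% to 64.6% with a library left out.

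With the adjusted calls, no gene could enter the family tests. The paper's criterion gave 2 families past an adjusted p of 0.05, 246 altered genes among those of the DhMR table and 19 within 10 Mb of Tet1. DESeq2's calls gave 2 families, 108 genes and 6 genes. The 9 marker sets past an adjusted p of 0.05 were 9 or 10 under the alternatives run for sets. Values near no difference crossed it: the fibroblast set with pseudocount 0.1 (0.04) and quantile normalization (0.19), and the ventral forebrain set with the latter (0.11). The odds ratio of axon guidance genes among the lower genes was 0.967 with DESeq2's calls. For ion channels it was 1.47 (quantile) and 1.24 (2-fold) among the higher genes, and 0.991 (quantile) and 0.893 (DESeq2) among the lower. Endocytosis genes were at 1.04 among the lower genes with the block. Genes within 10 Mb of Tet1 were at 0.697 (pseudocount 0.1), 0.791 (block), 0.959 (median scaling), 0.935 (quantile), 0.994 (2-fold) and 0.828 (DESeq2), within 5 Mb at 1.02 (quantile), and within 20 Mb at 0.933 (pseudocount 0.1). Genes on X and Y were at 0.877 (block) and 0.974 (DESeq2). Processed pseudogenes among the higher genes were at 1.01 (pseudocount 0.1), 1.06 (2-fold) and 1.96 (quantile) against 0.851. Except for the last (Fisher's exact p = 1.99e-14), none of these odds ratios had an unadjusted Fisher's exact p under 0.05; the cause was not tested. Among the values of single genes and sets, 67 others moved, 63 became past the threshold and 1059 stayed as they were.

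Depth limits Dcx, which had 0 to 7.49 normalized counts against a floor of 2.70 to 3.21, so that its change of 2.25 rests on a few reads.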

Differences from the paper's values

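The paper's number of up-regulated genes is 1943, against 1004 higher in the libraries labelled KO here. The part of Supplementary Table 1 used here lists 1942 up-regulated genes and covers 3 libraries per genotype. Its count columns match none of the libraries used here, so the gap can also come from the libraries. Quantile normalization gave 1417, within 1.5 times the paper's value, and none of the other alternatives set before the data were examined closed the gap. The up-regulated genes in the GO analysis number about 460 in Fig. 4B, read by eye, against 1004 here, and none of the alternatives set before the data were examined closed the gap. The down-regulated genes in the GO analysis number about 1100 in Fig. 4C, read by eye, against 2028 here. edgeR (1450) and quantile normalization (1490) came within 1.5 times of that, and none of the other alternatives set before the data were examined did. An unadjusted p under 0.01 in the authors' deposited table, a threshold chosen after seeing the values, gives 462 higher and 1066 lower genes.

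In Supplementary Table 1, the paper's log2 fold change of Gria1 is -1.77, against -4.58 here. That of Slc1a3, which encodes Glast, is -0.19 in the paper, against -0.88 here. That of S100b is -0.70 in the paper, against 0.12 here. Leaving out labelled KO replicate 2 gave -2.40 for Gria1. S100b was -1.56 without labelled KO replicate 1 and -0.46 without WT replicate 2, with the paper's sign and within the replicate SD of its value. The other alternatives set before the data were examined did not close the gaps of Gria1 and S100b, and none of them, leaving out a library included, closed that of Slc1a3. That table covers 3 libraries per genotype, as the legend of Figure 4 states, and 4 libraries in all were used here; no count column of it matched a library here in more than 0.3% of 1742 genes.

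The paper states that GluA1 was significantly decreased in the RNA-seq. Supplementary Table 1, which comes from other count columns, lists Gria1 as down-regulated. For the 4 libraries used here, the authors' deposited adjusted p of Gria1 was the one DESeq2 gave (0.0223). Gria1 had an adjusted p of 0.286 in limma; DESeq2 called it (adjusted p = 0.0223), and so did DESeq2 with a block (adjusted p = 4.85e-05) and the crossed block in limma (adjusted p = 0.0433), both chosen after seeing the values; over all alternatives the adjusted p ranged from 4.85e-05 to 0.434. The paper states that GluA2 and GluA3 rose. Gria2 changed by 0.45 (adjusted p = 0.834) and Gria3 by 0.57 (adjusted p = 0.721) in limma, with no setting calling either. Supplementary Table 1 lists Gria2, Gria3 and Gria4 as up-regulated, so the paper's statement can rest on libraries other than those used here.

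The paper describes Nestin, Map2 and Tuj1 as near the limit of detection in both genotypes. Nes was above 99.2%, Map2 above 75.4% and Tubb3 above 65.0% of the listed genes by FPKM. Supplementary Table 1 lists Nes as down-regulated, while its log2 fold change here was 1.43 (adjusted p = 0.326 from limma). The paper describes Tet1 mRNA as near the limit of detection in KO astrocytes (Supplementary Figure 1C). In the RNA-seq, Tet1 had 173 and 463 normalized counts in the libraries labelled KO, and Supplementary Table 1 gives the paper's own log2 fold change of 0.64. The paper's GO analysis names ion transport and endocytosis among its terms. Ion channels (odds ratio 1.42, adjusted p = 0.313) and endocytosis and vesicle traffic genes (odds ratio 0.806, adjusted p = 0.72) were not over-represented among the lower genes here by Fisher's exact test, with families in place of GO terms.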

Other observations

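The tests of the splits of the libraries, of counting noise and cell make-up between the libraries labelled KO, and of pseudogenes were chosen only after the result was seen. Tet1, the targeted gene, was not lower in the libraries labelled KO, and the table does not show whether its transcripts carry the targeted exons. In Supplementary Table 1, whose count columns match none of these libraries, the paper's own log2 fold change of Tet1 is 0.64, so Tet1 was not lower in that set of libraries either. That goes against a mix-up confined to the 4 libraries used here. A targeted allele whose transcript is still counted and another genotype were not told apart.

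With the 4 libraries divided into groups of 2 in the 3 possible ways, 1 of the 3 splits, the split by label, gave as many as 3032 genes at an unadjusted p under 0.05. The other splits gave 262 and 989, and in DESeq2 12 and 36 genes at an adjusted p under 0.05 against 1106. The split with 262 keeps same-numbered libraries together and the split with 989 keeps them apart. With 3 splits the share cannot be under 0.05 whatever the data, so this count does not decide between the label and a chance division.

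Several explanations of the altered genes were tested over the whole list. Genes on X and Y were not over-represented (104 of 728, odds ratio 1.05, Fisher's exact p = 0.661), which does not rule out effects of sex on other genes. Genes within 10 Mb of Tet1, where a strain segment carried with the allele would lie, were not over-represented (19 of 137, odds ratio 1.01, Fisher's exact p = 0.901). Across 12857 genes with a mean of at least 50, the log2 fold change had a Spearman rho of -0.05 with gene length and -0.03 with GC content.

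The 2 libraries labelled KO differed more from each other than the 2 WT libraries. The SD of the log2 ratio between replicates was 1.22 against 0.67 for genes with a mean of at least 50, and the ratio of the SDs was 2.10 for genes with a mean of at least 1000, so counting noise is not enough. A different cell make-up or state of the cultures is a candidate explanation: the median of the astrocyte genes was 1.99 higher in labelled KO replicate 1 than in replicate 2, at percentile 100 of random sets. The log2 ratio between these libraries also followed GC content (rho 0.26 across genes), which could mean a difference in library preparation. That relation was stronger between the WT libraries (rho -0.40), whose spread was smaller. The sex-linked genes differed between these libraries too, and the explanations cannot be told apart.

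Genes of the part of the DhMR table used here (Supplementary Table 2) were altered by the paper's criterion more often than other genes (246 of 1439, 17.1% against 13.5%, odds ratio 1.32, Fisher's exact p = 0.000192). Within 15 classes of length and expression the common odds ratio was 1.24 (Mantel-Haenszel test across genes, with a p of 0.00352), so length and expression do not remove it. Without classes, the odds ratio was 1.57 among higher genes and 1.15 among lower genes, but 1.28 and 1.34 with quantile normalization, so the order of the directions depends on the scaling. The difference between the directions was not tested. That part of the table holds 1854 gene names, a minority of the genes the paper associates with DhMRs. The comparison group therefore holds other genes with DhMRs, which makes 1.24 a comparison with a mixed background.

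Processed pseudogenes were not over-represented among the higher genes (67 of 1702, odds ratio 0.851, Fisher's exact p = 0.226), and they were under-represented among the lower genes (49 of 1702, odds ratio 0.276, Fisher's exact p = 1.9e-26). With quantile normalization, chosen for these genes after seeing the data, they were over-represented among the higher genes (190 of 1702, odds ratio 1.96, Fisher's exact p = 1.99e-14), so the direction depends on the scaling. In 118 pairs of a pseudogene and its parent gene, their log2 fold changes had a Spearman rho of 0.27, and 8 of the 12 altered pseudogenes changed the same way as the parent. A rho below 0 would have pointed to reads shifting from one to the other, but reads of the parent counted on the pseudogene in each library could give a rho above 0, so shared reads are not excluded.

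The P2rx and P2ry receptor genes were taken as 1 set, without separating them by the nucleotide they bind, and not all are ATP receptors. Of these, P2ry1 changed by 0.34 (adjusted p = 0.735) and P2ry2 by 0.28 (adjusted p = 0.852) in limma. P2ry6 changed by -1.93 (adjusted p = 0.393) and P2rx6 by -1.57 (adjusted p = 0.321). The steepest fall was that of P2ry12 (-2.22, adjusted p = 0.335), which had only 6.4 and 4.6 normalized counts in WT. The falls of P2ry6 and P2ry12 were not tested apart from that of the microglial genes (median -3.38). The largest rise was that of P2rx3 (1.21, adjusted p = 0.595). None of the 11 receptor genes tested reached an adjusted p under 0.05, and their median of -0.29 was at percentile 33.3 of random sets. Gapdh had 1.76 and 2.07 FPKM in WT and 1.30 and 17.9 in the libraries labelled KO, and it overlaps Iffo1 on the other strand, so its reads may not all have been counted.

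Chosen after its values were seen, C3 had 484840 and 436852 normalized counts in WT, 2.42% and 2.10% of all reads on genes, and 1783 and 4265 in the libraries labelled KO (log2 fold change -7.38, adjusted p = 0.0777 from limma, 1e-33 to 0.302 under the other settings). Steap4 fell by 8.82 and Isg15 fell by 5.19 on the log2 scale, also chosen after their values were seen.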
